A study of Mus musculus with 12 samples. Its data were reported in "Genome-wide profiling of the microRNA-mRNA regulatory network in skeletal muscle with aging" (2014).

How the data were processed

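Small RNA from gastrocnemius muscle of male mice was sequenced in 12 libraries, 6 from young animals of 6 months and 6 from aged animals of 24 months. As far as the study's methods say, the authors trimmed adaptors, mapped the reads to mm10 with BWA at default options, and computed FPKM for each mature miRNA of miRBase. The deposited values are log2 of FPKM, given to 2 decimals, with no pseudocount inside the log. A miRNA without a read is written as 0, which stands in for no read and is not the log2 of a value. It is not stated whether the authors' counting used strand, nor how reads that fit several places were assigned. The table held 2035 rows for 1900 mature miRNAs, because 77 miRNAs with several genomic copies take 212 rows, and 76.4% of its values were 0. All sample columns were used. Groups and replicate numbers were taken from the sample labels.

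The log was undone, zeros were kept as 0, and genomic copies of one mature miRNA were summed. The lowest steps of each library gave the FPKM of 1 read, under the assumption that the commonest lowest value belongs to a miRNA of 22 nucleotides. With lengths of 15 to 28 nucleotides allowed, 99.6% of 3115 low values (under 25 reads) lay within 0.15 of a whole read. Under 20 random scalings of the libraries the mean was 44.8% and the highest 49.1%. These reads estimate depth and were rounded for draws. Reads that the deposited values count in more than 1 row are counted in each. Estimated reads per library ran from 197250 to 6185969 in young and from 122094 to 7458397 in aged muscle. Where every library of a group had 3 reads or fewer, no fold change is given for that miRNA.

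Levels were tested as log2(FPKM + 48.2), where 48.2 is the median over libraries of the smallest value above 0. The 482 miRNAs above 0 in at least 5 of the 12 libraries were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend, aged against young, no covariate), two-sided, with Benjamini-Hochberg adjustment at 0.05. The study tested each miRNA without adjustment, and its thresholds (p under 0.05, a fold change of at least 1.5) were also counted on the same fit. Sets were tested with camera at a preset correlation of 0.01, adjusted over 3 sets, with fry and an estimated correlation beside it. The arm balance was limma on log2 of the ratio of 5p to 3p with the pseudocount in both. Numbers per library, shares and set means were compared by exact permutation over all splits. Scripts used Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and NumPy 2.4.6. Coordinates and host genes were taken from GENCODE M21, whose genome is the mm10 assembly. Unnamed predicted genes were not considered.

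The fit was tested on simulated data: 10 draws of 877 miRNAs at the real depths, 200 of them changed by 1.5 log2 units up or down, with a within-group SD of 0.23 taken from 46 abundant miRNAs. Among changed miRNAs that passed the filter, 97.2% of the abundant (mean of at least 482 FPKM, about 49 per draw) and 23.0% of the rarer (about 62 per draw) were called. Of the calls, 2.48% were false, and 0 had the wrong sign. Rarer miRNAs can vary more between animals than this SD.

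The tests, the sets, the lists of red and white blood cell miRNAs, the alternatives and the rule for naming miRNAs were fixed before the data were examined. The text could name up to 10 miRNAs with the largest change among those with an adjusted p under 0.05, the study's listed miRNAs including those measured by quantitative PCR, the 10 most abundant in young muscle, and set members. The blood cell miRNAs come from lists fixed at the same time. Named outside the rule, after their values were seen, are miR-1247 and the strand pairs that varied. In the plots of the listed miRNAs and of the cluster, leaving out miRNAs with 3 reads or fewer was decided after first drawing them. Alternatives were a pseudocount of 1 or 482 FPKM, no filter or a filter on the mean, quantile normalization, median-of-ratios scaling, a replicate block, limma without trend, a permutation test per miRNA, fry, leaving out miR-3071 and miR-3544, and leaving out each library in turn. Chosen after seeing the data were the zeros kept as values, depth as a covariate, genomic copies as separate rows, a floor at 1 read of the shallowest library, limma voom on the recovered reads, all opposite-strand partners counted once, all miRNAs with a constant difference counted once, miR-1247 added to the Dlk1-Dio3 set, and equal-depth draws. The study's mRNA sequencing and its predicted miRNAs were not analysed here.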

Results

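MicroRNAs (miRNAs) were measured by small RNA sequencing in gastrocnemius muscle, the large calf muscle, of mice at 6 months (young) and 24 months (aged). Each age group had 6 libraries, one per muscle sample, and the table gave the level of each mature miRNA in each library as log2 of FPKM (reads scaled to the length of the mature miRNA and to the mapped reads of the library). Of 1900 mature miRNAs in the table, 877 had a value above 0 in at least 1 library. The table did not give reads, but its lowest values lay in steps of whole reads, so the depth could be estimated. Reads counted in several rows make these estimates too high. In young replicate 3 the estimate was above the 298614 mapped reads implied by the value of 1 read. The same held in aged replicates 2, 4 and 5. The estimated miRNA reads of young replicates 1 to 6 were 545407, 436395, 304911, 197250, 400213 and 6185969. Those of aged replicates 1 to 6 were 1456473, 1372729, 7458397, 1255072, 122094 and 1231564. The value of 1 read of a 22-nucleotide miRNA differed 64.4-fold between the deepest and the shallowest library, from 5.86 to 377 FPKM. Low values are therefore known far less well in most libraries than in young replicate 6 and aged replicate 3. Across the 482 miRNAs above 0 in at least 5 libraries, Pearson's r of the log2 values had a median of 0.963 between libraries of the same age and of 0.964 between ages. These correlations run across miRNAs, which are not independent replicates.

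The first question was whether young and aged muscle differed in how many miRNAs were present. The number of miRNAs above 0 per library was 417 ± 126 (SD, n = 6) in young and 483 ± 139 (SD, n = 6) in aged muscle, and this difference was smaller than the spread between libraries (two-sided exact permutation test, p = 0.400). The number followed depth, from 265 in the shallowest library to 700 in the deepest. When 122000 reads were drawn from each library, the means were 278 ± 9.18 (SD, n = 6) in young and 272 ± 10.5 (SD, n = 6) in aged muscle (two-sided exact permutation test, p = 0.342). Pooled over libraries, 448 miRNAs in young and 491 in aged muscle had at least 5 reads, with 8070145 reads in the young and 12896329 in the aged pool. At equal depth the pooled numbers were 250.4 and 245.9. The draws at equal depth, chosen after seeing the data, moved the difference per library most, from 66 to -5.52. A minimum of 482 FPKM in place of any value above 0 gave 207 ± 7.87 (SD, n = 6) in young and 205 ± 7.34 (SD, n = 6) in aged muscle.

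**Figure D1:**
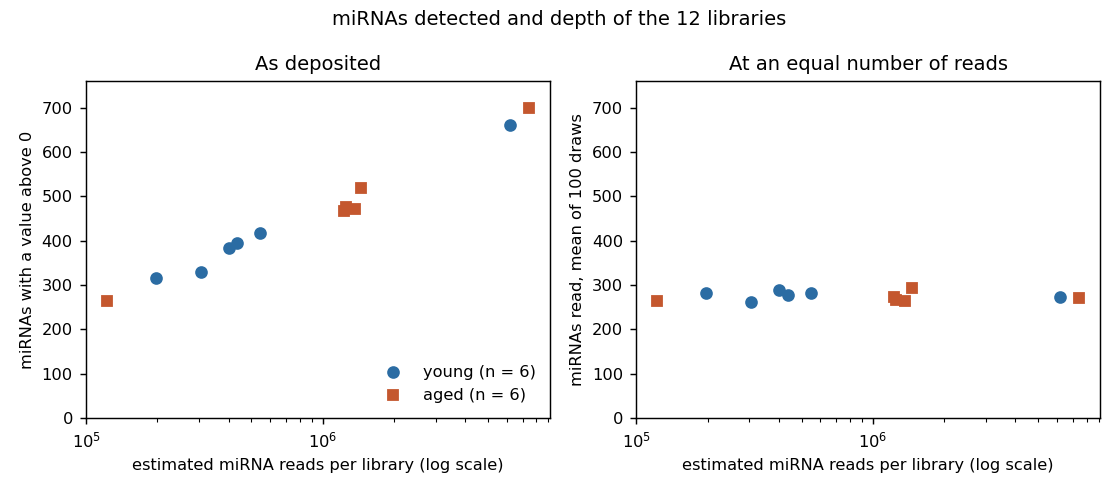
Number of miRNAs per library (y axis) against estimated miRNA reads (x axis, log scale) for 6 young (circles) and 6 aged (squares) libraries, as deposited on the left and as the mean of 100 draws of 122000 reads per library on the right. The deposited numbers run from 265 to 700 with depth, and at equal depth the libraries lie between 262 and 293.

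The second question was how abundance was spread over the miRNAs. The 10 miRNAs with the highest mean in young muscle held 80.9% ± 1.55 (SD, n = 6) of the summed FPKM of a library in young and 80.7% ± 1.48 (SD, n = 6) in aged muscle, a difference within the spread between libraries (two-sided exact permutation test, p = 0.788). The highest was miR-10b-5p, with a share of 14.05% ± 3.81 (SD, n = 6) in young and 13.6% ± 2.56 (SD, n = 6) in aged muscle. It was followed by miR-133a-3p with a share of 12.6%, miR-143-3p with 11.5% and miR-22-3p with 11.2% in young muscle. The next 4 were miR-3107-3p, miR-486-3p, miR-486-5p and miR-3107-5p, which come from 2 hairpins on opposite strands of the same stretch of chromosome 8 (mm10, 23142573 to 23142662) within an intron of Ank1. Values of these 4 differed by nearly the same amount in all 12 libraries (linked pairs with an SD of the log2 difference of at most 0.01), across strands and arms. Between opposite strands the SD was at most 0.005, so the same reads entered the sum more than once. The log2 ratio of the 2 arms of miR-486 varied more, with an SD of 0.015 in young muscle. Whether the arms share reads or divide them cannot be told from these values. With opposite-strand partners counted once, an option chosen after seeing the data, the share was 85.4% ± 1.33 (SD, n = 6) in young and 85.4% ± 1.06 (SD, n = 6) in aged muscle, but both arms of miR-486 were still in it. With all miRNAs of nearly constant difference counted once, also chosen after seeing the data, 1 of the 4 from miR-486 and miR-3107 was kept. The share was then 86.3% ± 0.920 (SD, n = 6) and 86.5% ± 0.912 (SD, n = 6; two-sided exact permutation test, p = 0.697). Of the 12 miRNAs among the 10 highest in young muscle, in aged muscle or with opposite-strand partners counted once, none differed in its share between the ages after Benjamini-Hochberg adjustment (smallest adjusted p = 0.792 by exact permutation tests, smallest unadjusted p = 0.0823 for miR-30a-5p).

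The main comparison asked which miRNAs changed with age. With limma and Benjamini-Hochberg adjustment over 482 miRNAs, 14 had an adjusted p-value under 0.05, 3 up-regulated and 11 down-regulated in aged muscle, and 62 had an unadjusted p-value under 0.05. This count was sensitive to the processing. It was 6 when opposite-strand partners, which carry the same reads, were counted once, and 6 with a pseudocount of 1, and 4 of the 14 had adjusted p-values of 0.0497. Leaving out young replicate 3 gave 6 and leaving out young replicate 6 gave 16. In 26 fits, which exclude those that drop partner rows and the permutation test, 6 miRNAs were called every time: miR-434-3p, miR-136-3p, miR-136-5p, miR-127-3p and the opposite-strand copies miR-3071-5p and miR-3071-3p. Values of the young and aged libraries did not overlap for 2.697% of the 482 miRNAs, 2 above and 11 below, where chance gives 0.216%. The 11 include the opposite-strand copies miR-3071-5p, miR-3071-3p and miR-3544-5p, which carry the same reads as others among them, so the percentage counts these reads more than once. The median log2 change of all 482 miRNAs was 0.07.

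The strongest change was in miR-434-3p, from 9071 ± 4030 FPKM (SD, n = 6) in young to 1994 ± 605 FPKM (SD, n = 6) in aged muscle, a log2 change of -2.09 (SE 0.26) with a limma adjusted p of 9.85e-06, lower in all 6 aged libraries. Its hairpin lies on chromosome 12 (mm10, 109594506 to 109594599, plus strand) within an exon of Rtl1, which is read from the opposite strand. From the neighbouring hairpin at 109595327 to 109595388, miR-136-3p changed by -1.94 (SE 0.27, limma adjusted p = 4.11e-05) and miR-136-5p by -1.56 (SE 0.24, limma adjusted p = 0.000122). The miR-3071 rows, annotated on the other strand, gave identical values. The more abundant miR-127-3p (109592846 to 109592915) went from 67771 ± 7886 to 40911 ± 6745 FPKM (SD, n = 6), a log2 change of -0.74 (SE 0.12, limma adjusted p = 0.000256). The largest fitted fall, of miR-337-5p (109585789 to 109585885), was -2.21 (SE 0.53, limma adjusted p = 0.0248). It rested on 37 reads over the young and 16 over the aged libraries, its opposite-strand copy miR-3544-3p had the same reads, and its call was lost when young replicate 3, aged replicate 1 or aged replicate 2 was left out (limma adjusted p = 0.0509, 0.0544 and 0.0688). A similar limit held for miR-540-5p, at 39 and 6 reads, with a log2 change of -1.94 (limma adjusted p = 0.0497). Outside this cluster miR-148a-3p (chromosome 6, 51269812 to 51269910) fell by 0.61 on the log2 scale (limma adjusted p = 0.0440) and miR-143-5p (chromosome 18, 61649196 to 61649258) fell by 1.09 (limma adjusted p = 0.0497). Both lost their call with a pseudocount of 1 and with depth as a covariate.

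Among the 3 up-regulated miRNAs, miR-206-3p (chromosome 1, 20679010 to 20679082, outside the annotated genes considered) went from 812 ± 637 to 1981 ± 480 FPKM (SD, n = 6), a log2 change of 1.54 (SE 0.39, limma adjusted p = 0.0296). miR-132-3p changed by 2.06 (SE 0.56, limma adjusted p = 0.0497), with a value of 0 in 2 of the young libraries. miR-146a-5p changed by 1.27 (SE 0.35, limma adjusted p = 0.0497). All 6 aged libraries lay above the young median for each of the 3, yet the groups overlapped. Each of the 3 lost its call under several alternatives, the pseudocount of 1 and the fit with depth as a covariate among them. The falls outside the 6 that were called every time also lost their calls with the pseudocount of 1.

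**Figure D2:**
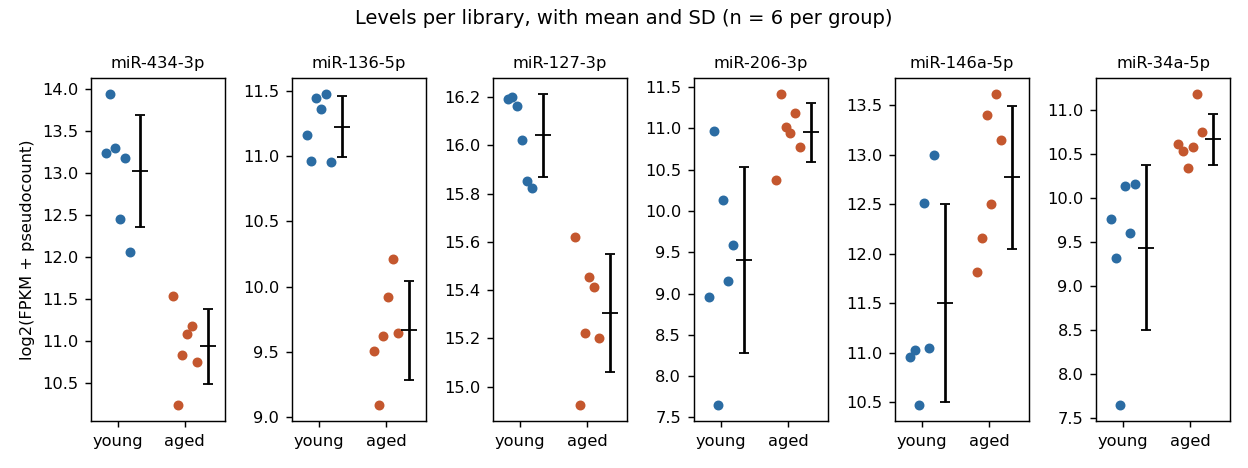
Level per library as log2(FPKM + 48.2) on the y axis for 3 called falls and 3 listed rises, of which miR-34a-5p was not called, in 6 young and 6 aged libraries, each panel with its own scale; points are libraries and the bars show mean and SD. The 2 groups do not overlap for miR-434-3p, miR-136-5p, miR-127-3p and miR-34a-5p, and they overlap for miR-206-3p and miR-146a-5p.

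The study selected miRNAs by an unadjusted p-value under 0.05 and a fold change of at least 1.5. By these thresholds on the scale used here, 47 miRNAs passed, 20 up-regulated and 27 down-regulated. Of the 20 rises, 12 were of rarely read miRNAs, and as a group these may come from unequal depth alone. The alternative that moved the number of 47 most was a pseudocount of 482 FPKM, which left 16. Of the 39 miRNAs that the study listed, 38 could be tested and all 38 moved in the listed direction. Of these, 13 (2 up-regulated, 11 down-regulated) had an adjusted p-value under 0.05 over all 482 miRNAs, and 33 had one adjusted over the list alone. The list was chosen on these libraries by fold change and p-value, so neither the shared direction nor these numbers are independent evidence. Without their opposite-strand copies, the 11 listed falls that were called come to 8. In the fit with all opposite-strand partners counted once, miR-143-5p, miR-148a-3p and miR-540-5p lost their calls as well. The study reported the listed direction by quantitative PCR for all of the listed miRNAs measured that way. Of these, miR-434-3p, miR-136-5p, miR-127-3p, miR-148a-3p and miR-146a-5p were called. The other 6 moved in the listed direction without an adjusted p under 0.05, with log2 changes of 1.23 for miR-34a-5p, 0.74 for miR-92b-3p, 0.71 for miR-155-5p, 0.72 for miR-203-3p, -1.55 for miR-337-3p and -0.58 for miR-434-5p (limma adjusted p from 0.0626 to 0.423).

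In the deposited values a miRNA without a read is written as 0 on the log2 scale. Yet 1 read gives a value near 8.56 in the shallowest library, varying with the length of the miRNA. A change from no read to 1 read then counts as many log2 units. With these zeros kept as values, an option chosen after seeing the data, miR-185-3p rose by 5.13 log2 units. For the 11 listed miRNAs with the largest rises on that scale, the largest read number in any library had a median of 5 in young and 7 in aged muscle. In 4 of the 11 every young library had 3 reads or fewer, and their folds are not given. On the log2(FPKM + pseudocount) scale the change of miR-185-3p was 1.22 (SE 0.43, limma adjusted p = 0.165), from 6 reads over the young and 12 over the aged libraries. This scale can understate a true change of rarely read miRNAs. In the simulated data a rise of 1.5 log2 units had a median estimate of 0.87 for rarer miRNAs. Unequal depth can also produce rises on it. Draws of unchanged miRNAs at these depths gave means of 9.7 rises and 2.04 falls of rarely read miRNAs past the study's thresholds. For miR-7083-5p every library of both ages had 3 reads or fewer.

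**Figure D3:**
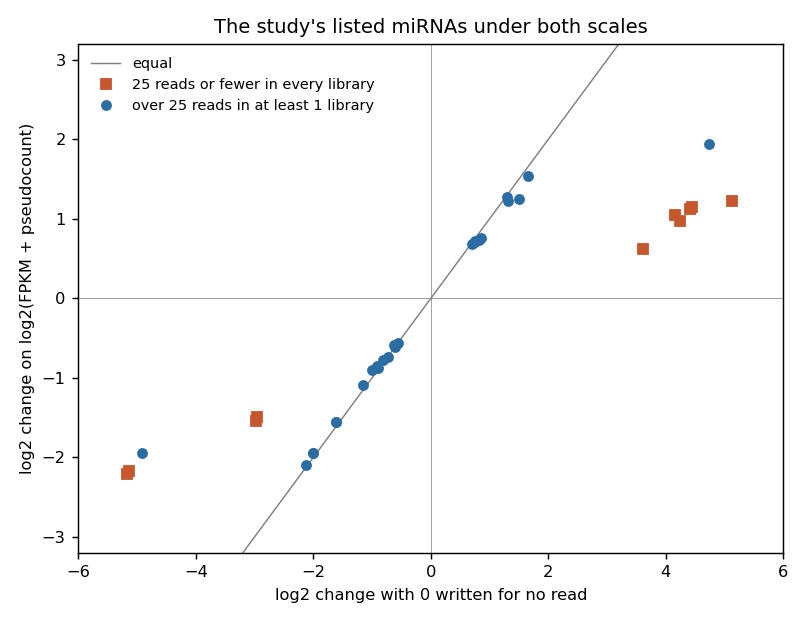
Log2 change of 35 listed miRNAs with more than 3 reads in at least 1 library of each age, with 0 written for no read (x axis) and on log2(FPKM + 48.2) (y axis); the line marks equal values. The 10 miRNAs with 25 reads or fewer in every library (squares) lie up to 3.91 log2 units from the line, and the 25 others up to 2.98.

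The study looked at where in the genome its age-regulated miRNAs lay, and placed many of the falls in the imprinted Dlk1-Dio3 region on distal chromosome 12. Here the miRNAs of that region were tested as a set. The study had singled out the region on these same libraries, so the test is not independent evidence. The set had 51 tested mature miRNAs, and all 48 of its hairpins with a read lay between Dlk1 (start 109452823) and Dio3 (end 110281097) in the annotation. The set was lower in aged muscle (limma camera, adjusted p = 1.17e-10 over the sets tested), with a mean log2 change of -0.57, and 38 of the 48 members with more than 3 reads in at least 1 library were lower. The call held under fry (adjusted p = 0.000565) and with an estimated correlation (adjusted p = 0.00342). The mean log2 level of the set was 7.90 ± 0.136 (SD, n = 6) in young and 7.33 ± 0.221 (SD, n = 6) in aged muscle (two-sided exact permutation test, p = 0.002165, the smallest this design can give). Of these settings the estimated correlation moved the p of the Dlk1-Dio3 miRNA set most. With a floor at 1 read of the shallowest library, chosen after seeing the data, camera at the preset correlation gave an adjusted p of 2.54e-06.

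**Figure D4:**
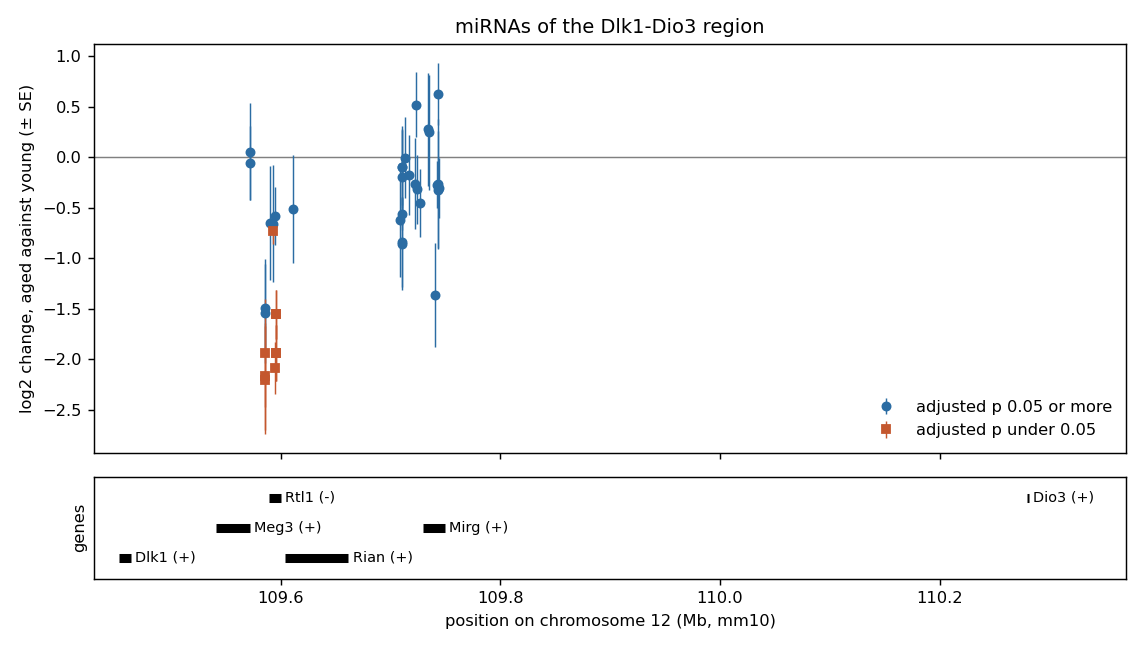
Log2 change (aged against young, ± SE) on the y axis of 38 miRNAs of the Dlk1-Dio3 region with more than 3 reads in at least 1 library of each age, against hairpin position on chromosome 12 (Mb, mm10), with genes and their strands below. The miRNAs with an adjusted p under 0.05 (squares) lie between hairpin starts 109585789 and 109595327, around Rtl1.

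The let-7 family, which the study introduced as raised in aged human muscle, had a mean log2 change of 0.21, and 9 of 9 members were higher. Camera gave an adjusted p of 0.00375, but neither fry (adjusted p = 0.153) nor camera with an estimated correlation (adjusted p = 0.298) passed 0.05. The mean level was 14.9 ± 0.232 (SD, n = 6) in young and 15.1 ± 0.184 (SD, n = 6) in aged muscle (two-sided exact permutation test, p = 0.113), a difference within the spread between libraries. The muscle-enriched set of 7 miRNAs had a mean log2 change of 0.52 (camera adjusted p = 0.151), with 5 members higher and 2 lower. Leaving out young replicate 2 gave a camera adjusted p of 0.0382.

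The last comparison asked whether the 5p and 3p arms of a hairpin changed alike. Of 130 hairpins with both arms above 0 in at least 5 libraries, 1 differed between the ages with a limma adjusted p under 0.05 and 17 had an unadjusted p under 0.05. This was miR-143, whose log2 ratio of 5p to 3p changed by -1.26 (SE 0.24, limma adjusted p = 0.0307), from -11.9 ± 0.481 (SD, n = 6) to -13.2 ± 0.387 (SD, n = 6). With a pseudocount of 482 FPKM the number was 3, and with a pseudocount of 1 it was 0. After miR-143 the smallest adjusted p was that of miR-369, whose ratio rose by 2.23 (SE 0.50, limma adjusted p = 0.0569). Its 5p arm had 4 reads over the young and 12 over the aged libraries, and its 3p arm 28 and 5. For miR-434, where the 3p arm fell more, the ratio rose by 1.51 (SE 0.37, limma adjusted p = 0.0756). The 2 arms of miR-136 (log2 ratio change 0.38, limma adjusted p = 0.612) and of miR-337 (-0.66, limma adjusted p = 0.559) changed by amounts that could not be told apart at this depth.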

Values the study reported

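The study reported 603 mature miRNAs in young and 703 in aged muscle with at least 5 reads. It listed 20 up-regulated and 19 down-regulated miRNAs in aged muscle. Quantitative PCR of 11 miRNAs, by its account, went in the same direction as the sequencing, with a modest rise in some. It then raised the fold cutoff for rises and kept 15 of them. Its 10 most abundant miRNAs made up nearly 75% of the total. It gave log2 changes of 5.1 for miR-185-3p, 1.7 for miR-206-3p, -2.1 for miR-434-3p and -5.2 for miR-337-5p. It placed 8 of 14 down-regulated miRNAs in the Dlk1-Dio3 region.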

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

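The tests of the greater depth of young replicate 6 and of reads counted more than once and the choice of the 10 miRNAs in aged replicate 1 were chosen only after the result was seen. In 104 groups of 6 libraries, 14 values lay far from the other 5 by Dixon's test, where chance gives 5.2. Groups with 5 equal values, which 8 of them had, are marked by any other value, so the excess says little beyond depth.

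Young replicate 6 had 661 miRNAs above 0 against 316 to 417 in the other young libraries, and 6185969 estimated miRNA reads against 197250 to 545407. Aged replicate 3 had 7458397 reads against 122094 to 1456473 in the other aged libraries. At equal depth young replicate 6 had 272.5 miRNAs, within the range of the other young libraries, which is what greater depth alone would give.

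For 8 listed miRNAs young replicate 6 was the only young library with a read, so its log2(FPKM + 48.2) stood apart from 5.59, the value for no read. The levels were 6.52 for miR-185-3p, 6.38 for miR-615-5p, 6.96 for miR-196b-3p, 6.52 for miR-215-5p, 6.09 for miR-223-5p, 5.97 for miR-483-3p, 6.25 for miR-369-5p and 5.80 for miR-7083-5p. The other 5 young libraries held 1884176 reads together. At the rate of young replicate 6, the smallest Poisson chance of no read in all 5 was 0.03507, for miR-196b-3p, above the limit of 0.00625 for 8 miRNAs. A miRNA needed at least 17 reads in young replicate 6 to pass that limit and the most any had was 11, so the test had no way to exclude depth. The 8 also stand out by having no read elsewhere. Depth and a higher level in that animal cannot be told apart with so few reads.

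In young replicate 3, miR-34a-5p was at 7.65 against 9.31 to 10.2 in the other young libraries, and the value rested on 1 read. In aged replicate 5, miR-3084-3p was at 9.72 against 8.19 to 8.72 in the other aged libraries, and rested on 2 reads (792 FPKM) in the shallowest library. Neither was tested further, and no biological explanation was tested.

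In aged replicate 1 the 10 miRNAs most abundant in young muscle held 77.8% of the summed FPKM, against 80.5% to 81.8% in the other aged libraries. Opposite-strand partners that count the same reads more than once were tested as the source. With partners counted once the gap was 0.82 of the range, still above the critical value of 0.625. That list still held both arms of miR-486, which may share reads. With all miRNAs of nearly constant difference counted once it was 0.799. Both values, from lists also chosen on young muscle, argue against reads counted more than once as the whole cause. The choice of the 10 was tested too. With the 10 chosen on aged libraries the gap was 0.433, under the critical value, and with each library's own 10 it was 0.636, just above it. The low share thus depends in part on which 10 are summed, and an effect of that choice and a different profile of that library cannot be told apart, because the lists give different answers in 1 library. No other technical explanation and no biological explanation was tested.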

How the results depend on the processing

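Among the tests of this part, the zeros kept as values, depth as a covariate, genomic copies as separate values, the floor, voom, opposite-strand partners or all miRNAs with a constant difference counted once, miR-1247 and the equal-depth draws were chosen only after the result was seen.

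The number of miRNAs with an adjusted p under 0.05, 14 by limma, was 6 with a pseudocount of 1, 7 without a filter, 8 with a filter on the mean, 6 without miR-3071 and miR-3544, 6 with zeros kept as values, 8 with depth as a covariate, 7 with a floor at 1 read of the shallowest library and 6 with all opposite-strand partners counted once. Part of the last and of the miR-3071 value follows from testing fewer copies; for the others the cause was not tested. The exact permutation test gave 0, and 46 past the study's thresholds; its smallest p, 0.002165, cannot pass adjustment over 482 miRNAs unless many share it, so that 0 says nothing about stability. Under the other alternatives the count was 10 to 19. Without each library in turn it ran from 6 (without young replicate 3) to 16 (without young replicate 6), and 7 of 12 such fits moved it by over 1.5 times.

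The number past the study's thresholds, 47, was 16 with a pseudocount of 482 FPKM, 22 with the filter on the mean and 23 with the floor, each of which shrinks or removes changes of rarely read miRNAs. It ran from 40 to 51 without each library in turn. With voom it was 49, of which 12 rose and 37 fell, against 20 and 27. Of the listed miRNAs 21 moved in the listed direction with the filter on the mean, because fewer were tested; without each library in turn 37 or 38 did.

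The Dlk1-Dio3 set passed 0.05 in every fit run, with adjusted p from 7.2e-13 (without young replicate 5) to 2.97e-08 (without young replicate 3) over the libraries left out. The let-7 set lost its call under fry (adjusted p = 0.153), while under camera its adjusted p ran from 0.000199 to 0.0257 without each library in turn. The muscle-enriched set ran from 0.0382 without young replicate 2, the 1 fit past 0.05, to 0.303 without young replicate 1.

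The number of hairpins with changed arms, 1, was 0 with a pseudocount of 1 and 0 with quantile normalization, 3 with a pseudocount of 482 FPKM and 2 with the filter on the mean, and ran from 0 to 4 without each library in turn. Hairpins at an unadjusted p under 0.05 were 17 in the reported fit.

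The difference in miRNAs per library, 66, reversed to -1.67 above 482 FPKM and to -5.52 at equal depth, and ran from 22.6 (without aged replicate 3) to 115 (without young replicate 6). The difference in the share of the 10 most abundant, -0.246 percentage points, reversed to 0.130 with the 10 chosen on aged libraries, to 0.0531 with partners counted once and to 0.208 with all miRNAs with a constant difference counted once. It ran from -0.560 (without young replicate 5) to 0.328 (without aged replicate 1), and was 0.273 without young replicate 3. All these lay within the spread between libraries.

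Of 49 named miRNAs, 11 of 707 comparisons with other alternatives reversed, 619 kept direction and side of the threshold, 68 became weaker and 9 stronger. Without 1 library, 502 were the same, 60 weaker, 8 stronger and 13 reversed. Those reversals were of miR-10b-5p (-0.0990 without young replicate 5 to 0.153 without young replicate 3), miR-22-3p (-0.0957 without young replicate 3 to 0.106 without young replicate 5) and miR-26a-5p (-0.0244 to 0.128 for the same libraries). With quantile normalization miR-3107-3p was -0.0989, miR-486-3p -0.0153, miR-30a-5p -0.0821 and miR-26a-5p -0.190. With median-of-ratios scaling miR-10b-5p was -0.0195 and miR-22-3p -0.0245, and with depth as a covariate miR-22-3p was -0.00150. With voom miR-10b-5p was -0.0312, miR-22-3p -0.0293, miR-26a-5p -0.000304 and miR-6406 -0.222. Apart from miR-6406 these are abundant miRNAs with a change near 0. The cause was not tested.

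The libraries carry replicate numbers 1 to 6 in both ages. Deviations of same-numbered libraries correlated at -0.094, 0.095, -0.083, -0.061, 0.007 and -0.011, so the numbers do not pair them. With the replicate block the counts were 14 miRNAs, 45 past the thresholds, 38 in the listed direction and 2 hairpins, and the adjusted p of the sets was 1.49e-10 for the Dlk1-Dio3 miRNA set, 0.00465 for the let-7 family set and 0.0888 for the muscle-enriched miRNA set. Of those 14 miRNAs 13 were also called without the block. With it miR-34a-5p was called (limma adjusted p = 0.0394) and miR-143-5p was not (limma adjusted p = 0.0961).

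Depth limits the rarely read miRNAs most. In the simulated data 23.0% of changed rarer miRNAs were called, so a miRNA of a few reads without a call can still have changed.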

Other observations

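The tests of the deepest pair of libraries, of the choice of rises, of libraries without a read for miR-34c-5p and miR-677-5p, of opposite-strand pairs, of all opposite-strand copies in the Dlk1-Dio3 set, of the parts of that region and of the miR-434 arms were chosen only after the result was seen, and the rules that decided the 2 blood cell tests were set down after their values had been seen.

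The change of miR-185-3p on the log2(FPKM + 48.2) scale was 1.22. That is lower than the value quoted from the study above. The change of miR-337-5p was -2.21. That is a smaller fall than the value quoted from the study above. With zeros kept as values, an option chosen after seeing the data, the changes were 5.13 and -5.18, so the differences come with how a miRNA without a read is written.

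With zeros kept as values, 15 rarely read miRNAs rose past the study's thresholds. Tables of unchanged miRNAs drawn at the 12 libraries' depths gave a mean of 12.5 ± 4.03 (SD over 100 draws), and 32 of 100 draws gave as many. The median depth was 418304 reads in young and 1313900 in aged libraries, so a miRNA with few reads is more often at 0 in young muscle, and these rises as a group may come from depth alone. Of the 15, miR-34c-5p and miR-677-5p had 0 libraries without a read, which excludes values written as 0 as the cause of their rises and leaves chance open. The draws used one within-group SD, taken from abundant miRNAs. Falls among rarely read miRNAs numbered 8 against a mean of 1.07, and 0 of 100 draws gave as many.

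A rise in rate should also show between the deepest libraries. Of 13 listed rarely read miRNAs, 11 had a higher rate in aged replicate 3 than in young replicate 6 (exact sign test, p = 0.0225), but these miRNAs were picked on these same libraries, which voids the test. A further check took this choice into account: of the 15 rises 73.3% were higher in aged replicate 3, against 67.8% in draws of unchanged miRNAs, and 38 of 100 draws gave as large a share. A true rise of some of these miRNAs and the effect of depth with selection cannot be told apart, because the rises were chosen on these libraries. Few reads add to this for most of the 13, with a median of 6 in young replicate 6 and of 10 in aged replicate 3, but less for miR-3084-3p, miR-34c-5p and miR-677-5p, which had 27, 27 and 52 reads in the former and 52, 61 and 100 in the latter.

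At 448 in young and 491 in aged muscle, the pooled numbers of miRNAs with at least 5 reads were lower than those quoted from the study above. The cause was not tested. More miRNAs had at least 5 reads in the pooled aged libraries, by 43. At equal depth the difference was -4.4, which is consistent with depth as the source of the excess.

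The fall of the Dlk1-Dio3 set was tested against 4 technical explanations. Without miR-3071 and miR-3544, annotated on the opposite strand, the camera p was 1.962e-08 (47 members). Without miR-299b and the other listed opposite-strand copies as well it was 5.517e-08 (45 members). Among members with a mean of at least 482 FPKM it was 3.366e-13 (12 members). With depth as a covariate it was 4.749e-10, and without the 9 members called on their own it was 0.002502, with 31 of 42 lower. All of these p-values used the preset correlation. With an estimated correlation the camera p of the full set was 0.001141 in place of 3.898e-11, and the checks were not rerun that way. At the preset correlation the checks on opposite-strand copies and on depth argue against those explanations as the whole cause. The check without the called members had the weakest p. It cannot decide whether a few members carry the result, because its p may not hold with an estimated correlation. Among 100 splits of the libraries, 1 gave as strong a set result, the real one. A fall with age may be biological, as a hypothesis found and tested on the same libraries; cell composition of the muscle was not tested.

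The fall was larger near Rtl1. The study had already placed most of its falls of the region between Gtl2 and Rian, on these same libraries, so the comparison of the parts is not independent evidence. Opposite-strand copies were left out of this comparison in both parts. The 14 other tested members between Gtl2 (annotated as Meg3) and Rian had a mean log2 change of -0.98 and the 31 other members between Rian and Mirg one of -0.23 (exact permutation p = 0.04762 for the latter alone). The difference of -0.74 had an exact permutation p of 0.002165, the smallest possible with 6 against 6, and the same p held for the 5 and 5 abundant members, at -1.38 and -0.38. Separate control of the parts is a possible explanation that was not tested.

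The 3p arm of miR-434 fell more than the 5p arm. Counting noise of the rarer 5p arm would leave the ratio within the permutations, but its exact permutation p was 0.002165, while the limma adjusted p over 130 hairpins was 0.0756. The difference between the arms is thus not shown after adjustment.

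Mature miRNAs of hairpins annotated on opposite strands of one locus were compared, each with its closest partner. Of 17 pairs, from 12 pairs of hairpins, with both above 0 in at least 6 libraries, 16 had an SD of the log2 difference of at most 0.01. For 70 pairs from different hairpins on the same strand, all between Gtl2 and Rian in the Dlk1-Dio3 region, the SD was at least 0.384. Other regions were not compared in this way. Another 4 pairs had fewer libraries. Of these miR-497b with miR-497-3p (SD 0.58) went the other way. Because miRNAs with several genomic copies were left out of this pairing, miR-1b-5p was set against miR-1a-2-5p (SD 0.452, with 9 libraries in which 1 of the 2 was above 0). Its young reads ran from 413 to 21921 and those of miR-1a-3p from 790 to 41477, with log2 changes of 0.17 and 0.17. The pair with miR-1a-2-5p is thus no evidence against shared reads. Both pairs were named after their values were seen. For most pairs, miR-136 with miR-3071 among them, the values are consistent with reads counted without regard to strand.

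miR-144-3p fell by 0.77 (exact permutation p = 0.004329), but it was not called (limma adjusted p = 0.189). Fewer red blood cells in the aged muscles would lower miR-451a too, which changed by -0.34 (exact permutation p = 0.3182) from 5248 ± 1465 FPKM (SD, n = 6), and miR-144-5p changed by 0.14. The list of 3 had a mean of -0.32 (exact permutation p = 0.2186). The spread leaves a small change in blood open, so the explanations cannot be told apart.

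The rise of miR-223-5p and miR-155-5p could come from more white blood cells. The list of 6 rose by 0.45 on average (exact permutation p = 0.008658), but it includes those 2, which the study picked on these libraries, and miR-223-5p had 3 reads or fewer in every young library. The other 4, of which miR-142-5p was the most abundant, rose by 0.30 (exact permutation p = 0.2273), with miR-150-5p lower. With 6 libraries per age the explanations cannot be told apart. How many of these miRNAs muscle fibres also express was not tested.

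Splits of the 12 libraries into 6 and 6 were drawn 100 times, the real one included. As many miRNAs with an adjusted p under 0.05 were found in 1 of 100, as many past the thresholds in 1, and as many hairpins with changed arms in 3. As strong a result was found in 18 for the let-7 set and in 34 for the muscle-enriched set, so those are no stronger than other splits give.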
